# Identification and Characterization of Sex-Biased MicroRNAs in *Bactrocera dorsalis* (Hendel)

**DOI:** 10.1371/journal.pone.0159591

**Published:** 2016-07-21

**Authors:** Wei Peng, Kaleem Tariq, Junfei Xie, Hongyu Zhang

## Abstract

MicroRNAs (miRNAs) are a class of endogenous small non-coding RNAs that regulate various biological processes including sexual dimorphism. The oriental fruit fly *Bactrocera dorsalis* is one of the most destructive agricultural insect pests in many Asian countries. However, no miRNAs have been identified from the separate sex and gonads to elucidate sex gonad differentiation in *B*. *dorsalis*. In this study, we constructed four small RNA libraries from whole body of females, males (except ovaries and testes) and ovaries, testes of *B*. *dorsalis* for deep sequencing. The data analysis revealed 183 known and 120 novel miRNAs from these libraries. 18 female-biased and 16 male-biased miRNAs that may be involved in sexual differentiation were found by comparing the miRNA expression profiles in the four libraries. Using a bioinformatic approach, we predicted *doublesex (dsx)* as a target gene of the female-biased miR-989-3p which is considered as the key switch gene in the sex determination of tephritid insects. This study reveals the first miRNA profile related to the sex differentiation and gives a first insight into sex differences in miRNA expression of *B*. *dorsalis* which could facilitate studies of the reproductive organ specific roles of miRNAs.

## Introduction

Sexual dimorphism is prevalent in insects, and it is thought that, transcriptional and post-transcriptional regulators have an impact in this biological process [1,2]. The regulation of sex-biased genes expression between males and females through several classes of small RNAs play important role in the sexual differentiation [3–5]. MicroRNAs (miRNAs) are a class of approximately 22 nucleotide (nt) endogenous non-coding small RNAs generated by Dicer enzymes processing of hairpin precursors that are involved in regulation gene expression at the post-transcriptional level [1,6–8]. In insects, mature miRNAs are loaded with an Argonaute protein to repress mRNA transcript or protein translation by binding to the 3’ UTR region of the target gene with imperfect complementarity [7]. The seed region (bases 2–8 from the 5’ end), which is the most highly conserved sequences of the miRNA contributes significantly to miRNA-target interaction [9–11]. The complex relationship between miRNA and mRNA form an intricate epigenetic mechanism for spatial and temporal gene expression regulation [12,13]. Thus miRNAs participate in regulating various biological processes including embryonic development, sexual identity, metamorphosis, fat metabolism and immune [3,14–17].

Recently, application of deep sequencing technology and in silico analysis have revealed amounts of miRNAs in plants, animals and viruses. The establishment of small RNA libraries of different life stages and specific tissue in these species stimulate a comprehensive and more in-depth studies of miRNAs in the development and other physiological process. The expression profiles and sex-biased miRNAs in sexual dimorphism have been characterized in the animals of mouse, chicken [18,19] and insects including *Drosophila melanogaster*, *Tribolium castaneum*, *Manduca sexta* [3,4,20,21]. Different miRNA expression profiles between testis and ovary in mouse have found 49 and 48 miRNAs exclusively existed in the gonad respectively. Mir-17-92 and Mir-106b-25 are involved in the mice spermatogenesis [18]. In *D*. *melanogaster*, sex-biased miRNAs are connected with the reproductive function and some new miRNAs are preferentially expressed in testis [4]. Furthermore, *let-7* miRNA was found as a somatic systemic signal modulators to establish and maintain sexual identity in sexs and differentiation in gonads [3]. In the nondrosophilid insect *T*. *castaneum*, oocytes miRNAs play important role in maternal transcript degradation process [21]. All these diverse miRNAs between sexs highlight the significant function role in germline development and sexual differentiation.

*Bactrocera dorsalis* (Hendel) (the oriental fruit fly), which is a badly invasive pest because of the damage to masses of fruits and vegetables like the citrus and guava, spread all over the South-East Asia and a number of Pacific Islands [22]. The fully sequenced genome and transcriptome analyses provide a greatly foundation database to understand the genetic network and molecular mechanism in *B*. *dorsalis *[23,24]. Although the previous report have sequenced the miRNAs during different developmental stages in life cycle of *B*. *dorsalis* [25] and different developmental stages of *B*. *dorsalis* testes [26], the miRNAs functions in sex determination and differentiation remain largely unknown.

In the present study, we constructed and sequenced four small RNA libraries between each sex and gonads of mature adult *B*. *dorsalis*, and identified numerous known and novel miRNAs highly expressed in the gonads, in order to understand these sex-biased miRNAs roles in reproduction and regulation of sex determination in *B*. *dorsalis*. These specific expression data will provide new informations to elucidate the regulatory role of miRNAs in sexually dimorphic traits and might contribute to understanding the sex determination mechanism in *B*. *dorsalis*.

## Results

### Global analysis of small RNA libraries

To identify the sex-biased miRNAs in *B*. *dorsalis*, four small RNA libraries from the mature females, males (without ovaries and testes) and ovaries, testes were constructed by using Illumina Solexa high-throughput sequencing technology. 

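The data were 4 small RNA libraries from adults aged 12 days, 1 each from the bodies of females without ovaries, the bodies of males without testes, the ovaries and the testes. No condition had a replicate, so no test between conditions was made. For each library the authors deposited a list of known miRNAs with the name, sequence, length, genome position and miRBase status of each entry, where an entry is 1 sequence at 1 position. The list held 228 entries for females, 235 for males, 194 for ovaries and 208 for testes. A further table held the predicted miRNAs, those without a match in miRBase, of the 4 libraries combined, with their precursor sequence, predicted structure and folding free energy. The reads behind the lists are those of Table 1, and the number of reads behind each entry was not used here. A miRNA was therefore taken as detected in a library when the list of that library named it. The paper gives a single count as the lowest expression of a known miRNA. A miRNA missing from a list was still not read as absent from the tissue, since a library samples part of its RNA. Of the distinct entries of the 4 lists, 234 lay on contigs of the B. dorsalis genome (names starting with JFBF) and 78 carried 1 of 5 chromosome arm names, which are those used for Drosophila melanogaster. The paper and the sample labels differ on the instrument, which is a Hiseq2500 in the Methods and a GAIIx in the labels. They also differ on the program for finding miRNAs, which is MIREAP with RNAfold in the paper and ACGT101-miR in the labels.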

The four libraries produced a dataset of 40,931,727 raw reads in total: 10,482,821; 10,641,766 reads from the females and males. 9,989,208; 9,817,932 reads from the ovaries and testes (Table 1). These raw reads have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (accession number: GSE80536). After removing junk sequences, simple sequences, sequences longer than 26 nt or shorter than 18 nt and filtering the RFam (rRNA, tRNA, snRNA, snoRNA, and other RfamRNAs), *B*. *dorsalis* mRNAs and Repbase sequences, a total of 6,210,904; 7,237,349; 5,445,095 and 6,894,823 for females, males, ovaries and testes mappable clean reads were gained, respectively (Table 1). The length distribution of the total small RNA reads in the data set showed the majority of the small RNAs ranged from 19 nt to 22 nt and a peak at 21nt, which is the typical length of the mature miRNAs (Fig 1). Each sample’s length distribution showed in S1 Fig.

**Fig 1:**
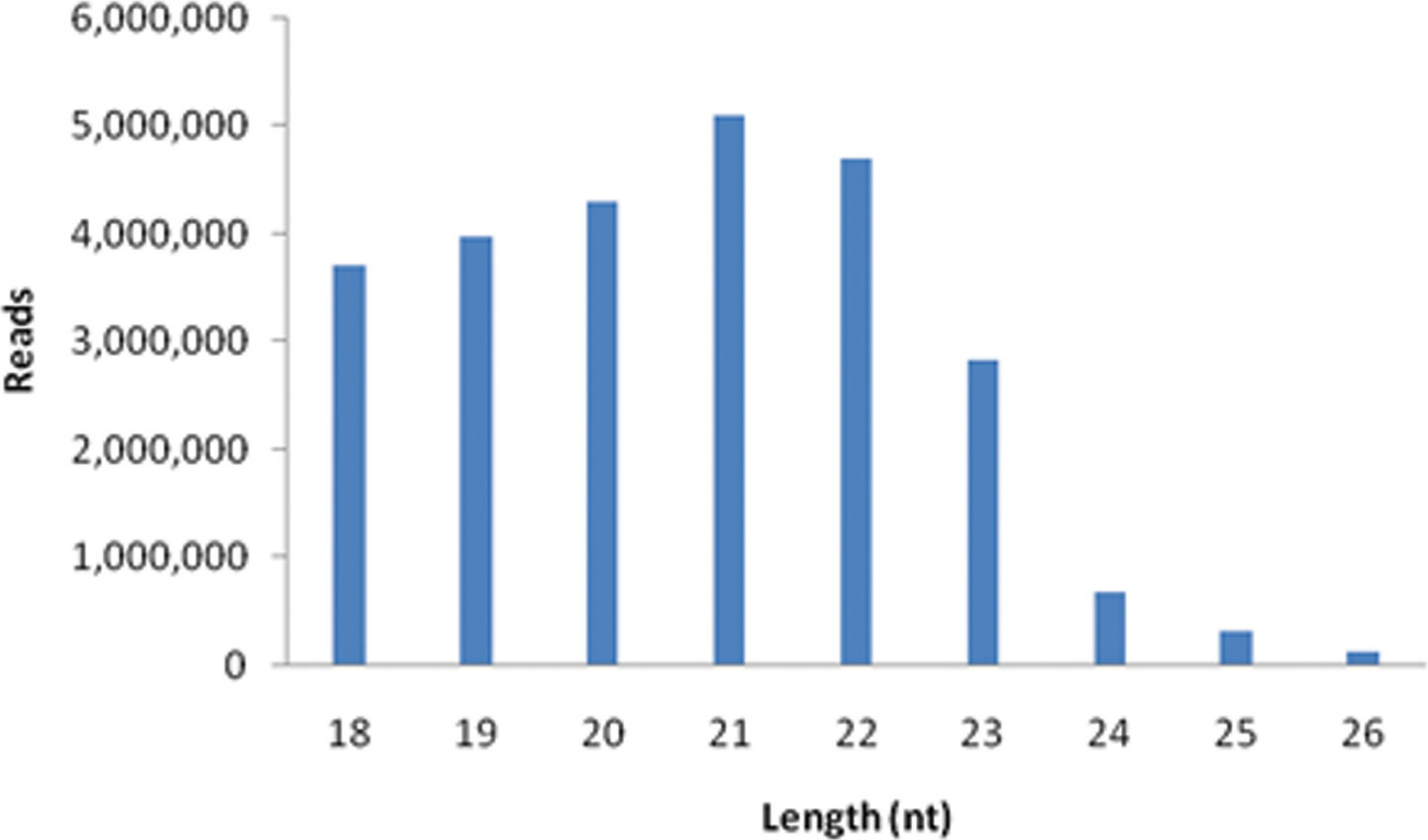
Length distribution and abundance of combined small RNAs in four libraries.

**Table 1:** Distribution of sequenced reads from raw data to cleaned sequences.

type	females		ovaries		males		testes	
	Total	%	Total	%	Total	%	Total	%
Raw reads	10,482,821	100	9,989,208	100	10,641,766	100	9,817,932	100
3ADT&length filter	2,811,145	26.82	3,686,552	36.91	1,956,525	18.39	1,583,814	16.13
Junk reads	33,056	0.32	12,664	0.13	19,497	0.18	18,282	0.19
Rfam	1,408,998	13.44	833,784	8.35	1,402,723	13.18	1,298,205	13.22
Repeats	21,617	0.21	12,658	0.13	28,793	0.27	25,562	0.26
rRNA	1,139,864	10.87	734,069	7.35	1,105,241	10.39	1,008,233	10.27
tRNA	119,424	1.14	35,617	0.36	118,800	1.12	127,510	1.30
snoRNA	9,531	0.09	13,203	0.13	7,776	0.07	8,387	0.09
snRNA	18,542	0.18	7,275	0.07	6,084	0.06	7,155	0.07
other Rfam RNA	121,637	1.16	43,620	0.44	164,822	1.55	146,920	1.50
Clean reads	6,210,904	59.25	5,445,095	54.51	7,237,349	68.01	6,894,823	70.23

### Identification of known and novel miRNAs from *B*. *dorsalis*

By filtering the data set and blasting against the known mature miRNAs and miRNA precursors in miRBase 20.0 (http://www.mirbase.org), we identified 141 miRNAs in the females library, 145 miRNAs in the males library, 127 miRNAs in the ovaries library, 143 miRNAs in the testes library and a total of 183 miRNAs in the combined data set (S1 Table). 

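Counted by the names in the deposited lists, 159 known miRNAs were detected in females, 160 in males, 143 in ovaries and 157 in testes, and 212 in the 4 libraries together. The names included forms such as mir-994-p3, which the lists mark as New in their miRBase column. Without the entries marked New, the counts were 139 in females, 139 in males, 124 in ovaries, 136 in testes and 165 in all. Under both ways of counting, the ovaries had the fewest known miRNAs. The ovary library also had the fewest clean reads (Table 1), so depth and tissue were not told apart. Counted by distinct sequences, the lists held 212 in females, 220 in males, 180 in ovaries and 194 in testes, and 291 in all. Of the 212 names, 59 stood for more than 1 sequence, with up to 9 sequences under 1 name. Of the entries, 21.9% in females, 24.3% in males, 20.1% in ovaries and 23.6% in testes were placed under a Drosophila chromosome arm name and not on a B. dorsalis contig. With those entries left out, 143 names were found in females, 140 in males, 129 in ovaries, 135 in testes and 179 in all.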

Low-energy, fold-back structures, and 18–24 nt mature miRNAs of miRNA precursors distinguish miRNAs from other small RNAs. 

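The 291 distinct known sequences of the 4 lists were 18 to 25 nt long, and 286 of them were within 18 to 24 nt. The most frequent length was 22 nt with 93 sequences, followed by 21 nt with 57 and 23 nt with 39. Together these 3 lengths made up 64.9% of the distinct known sequences. The 215 distinct predicted sequences were shorter, with a median of 19 nt against 21 nt for the known ones. These are lengths of distinct listed sequences, each counted once, and not of reads.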

The name of the most reads miRNA represented the particular miRNA and other variants. The expression levels of *B*. *dorsalis* known miRNAs ranging from 404222.33 counts for the most abundant to single count.

In addition to the known miRNAs, the remaining sequences were aligned with the whole genome sequence (WGS) of *B*. *dorsalis* to identify novel miRNAs. Sequences that did not mapped to the conserved sequences in miRBase 20.0 and previously identified known miRNAs of *B*. *dorsalis* were considered as novel or species-specific miRNAs. Using MIREAP software (http://sourceforge.net/projects/mireap/), 120 new novel miRNAs were obtained in the four libraries altogether (S2 Table). 

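The deposited table of predicted miRNAs gave 220 entries, which were 215 distinct names and as many distinct sequences, since 5 names were placed at 2 genome positions. All 220 entries lay on contigs of the B. dorsalis genome. Their precursors had hairpins of 50 to 142 nt with a median of 82.5 nt, and the mature sequences were 18 to 25 nt long. The table covers the 4 libraries combined, so the predicted miRNAs of each library were not counted here.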

Amongst these novel miRNAs, 74, 74, 112 and 94 were detected in the females, males, ovaries and testes, respectively. 

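Of the 220 entries in the table of predicted miRNAs, 105 were on the 5p arm and 115 on the 3p arm of their precursor. They came from 214 precursor positions. Both arms were listed at 6 of these positions and a single arm at the other 208. The 6 were not all separate places in the genome. On JFBF01000078.1 and on JFBF01000299.1, a position on the plus strand overlapped one on the minus strand. The minus-strand pair of JFBF01000078.1, PC-5p-50795_31 and PC-3p-11960_210, was also listed on JFBF01000119.1. The position on JFBF01001268.1 overlapped the precursor of the known miR-311-3p.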

Notably, almost all these novel miRNAs are either -5p or -3p arms of proposed precursors, which is coordinated with previous reports [25, 26]. The precursor secondary structure of each novel miRNA was constructed and the negative-folding free energies of their secondary structures range from 63.4 to 15.0 kcal/mol (S2 Table). In addition, secondary structures of one known and one novel miRNAs are shown in Fig 2.

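The deposited folding free energies of the 220 predicted precursor entries ranged from -63.4 to -15.0 kcal/mol, with a median of -23.5 kcal/mol. The energies were recomputed from the precursor sequences with RNAfold at 37 degrees. The recomputed values ranged from -63.8 to -13.1 kcal/mol, again with a median of -23.5 kcal/mol. They lay within 1 kcal/mol of the deposited value for 149 entries, and the largest difference was 4.6 kcal/mol. For 10 entries the recomputed energy was above the highest deposited one. The recomputed structure was the deposited one, base for base, in 76 entries.

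**Figure D1:**
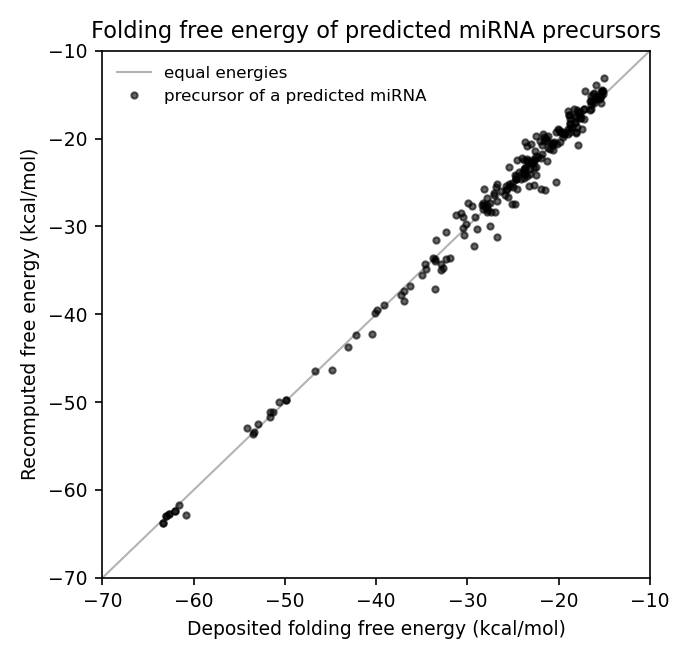
Folding free energy of the precursors of predicted miRNAs in kcal/mol, as deposited (horizontal axis) and as recomputed with RNAfold (vertical axis), with 1 point per entry. The points follow the line of equal energies from about the lowest value, -63.4 kcal/mol, to the highest, -15.0 kcal/mol.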

**Fig 2:**
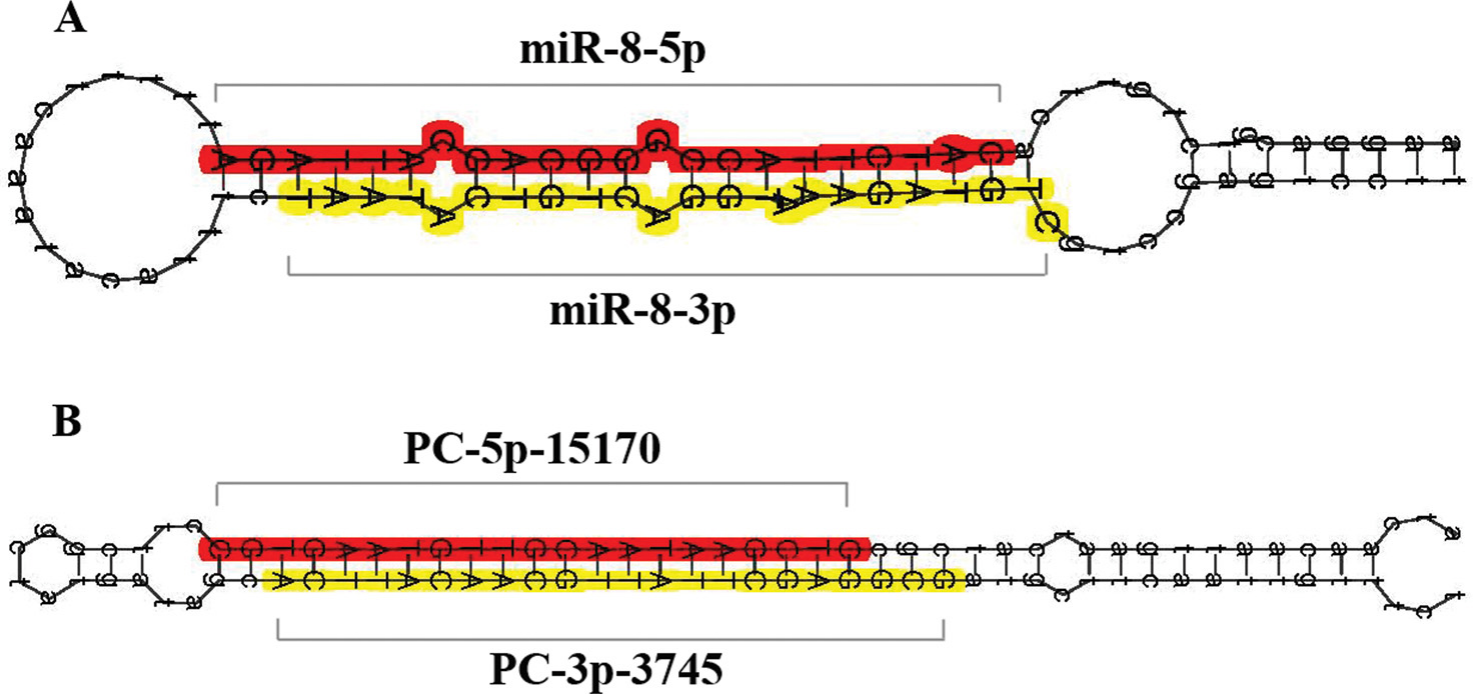
MiRNA hairpins. (A) The predicted hairpin structure of the miR-8 hairpin, colored as miRNA and miRNA*. Red reflects miR-8-5p and yellow reflects miR-8-3p. (B) The predicted hairpin structure of the novel candidate hairpin, colored as miRNA and miRNA*. Red reflects PC-5p-15170 and yellow reflects PC-3p-3745.

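In the deposited lists, miR-8-5p (CATCTTACCGGGCAGCATTAGA) and miR-8-3p (TAATACTGTCAGGTAAAGATGTC) had the same precursor, on the minus strand of contig JFBF01000093.1 from 156302 to 156390, and both arms were detected in all 4 libraries. Folding this 89 nt precursor with RNAfold gave -30.9 kcal/mol, and the paper's value in S1 Table is -30.4 kcal/mol. The copy of S1 Table that was read holds 182 rows, where the paper's text gives 183 miRNAs. The recomputed structure of this precursor was not base for base that of S1 Table. The predicted pair PC-5p-15170 (CTCGAATAACGTTGTAAGTGC) and PC-3p-3745 (ACTTACAACGTTATTCGAGGCG) was listed at 2 positions, both on the plus strand. The first was on JFBF01000078.1 from 752650 to 752745, with a free energy of -63.0 kcal/mol. The other was on JFBF01000299.1 from 751 to 844, with -62.7 kcal/mol. The recomputed energy and structure equalled the deposited ones at both positions. On the minus strand of the same 2 contigs, other predicted pairs were listed that overlapped these positions, from 752606 to 752709 and from 711 to 804.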

### Characterization of known and novel miRNAs

Base composition can affect the physiochemical and biological properties of miRNA including the secondary structures of miRNAs and the activity of enzymes [27,28]. Analysis of the nucleotide bias in miRNAs have been proved a dominant base for uracil (U) at the first nucleotide [29,30]. In our study, we analyzed the first nucleotide bias in all identified miRNAs. 

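The base at the first position was counted over the 212 known and 215 predicted names of the deposited lists, with 1 vote per name, split equally where a name stood for several sequences. Of these 427 miRNAs, 55.6% started with U (95% exact binomial interval 50.6% to 60.3%, which covers counting error only). The share of A was 17.9%, that of C 17.9% and that of G 8.59%. The known miRNAs alone started with U in 51.1% and the predicted miRNAs alone in 60.0%.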

The percentage of the four nucleotides at first nucleotide showed that U was frequently existed (54.48%) at the 5’ end (Fig 3). The nucleotide bias of miRNAs in insects indicated this phenomenon might be involved in the regulation of the target gene.

**Fig 3:**
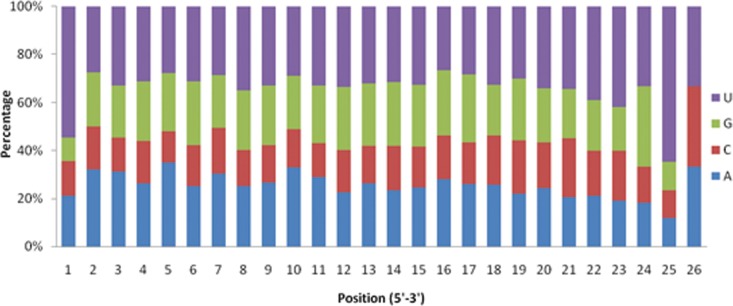
First nucleotide bias in different sites from 1 to 26 (5′-3′) in *B*. *dorsalis* miRNAs.

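The names in the 4 lists of known miRNAs formed 117 families when the arm, the copy number and the letter after the number were removed from each name. Without the entries marked New in the miRBase column, the count was 99 families. When the 291 distinct known sequences were grouped by the same bases 2 to 8 instead, the count was 206. That count is over sequences and not over names, and a name with several sequences can fall in several groups. The paper describes conserved families as having the same seed region, and its text does not say how the names were grouped for its count.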

We identified a total of 303 miRNAs, of which 183 known miRNAs belonged to 91 families. The conservation profile of the identified miRNAs that matched to other species are presented in Fig 4. Those conserved miRNA families partake the same seed regions and a few different nucleotide in the non-seed sequence regions. The seed sequence (bases 2–8 from the 5’ end) plays a key role in miRNA-target recognition for translational inhibition or mRNA cleavage [31]. 

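Across the 4 lists, 10 known names had ATCACAG at bases 2 to 8. They were miR-2a-3p, miR-2b-3p, miR-5-3p, miR-6-3p, miR-11-3p, miR-13a-3p, miR-13b-3p, miR-308-3p, mir-6-3-p5 and mir-994-p3, of which the last 2 have name forms of entries marked New. No other seed was shared by as many names, and the next had 4. None of the predicted miRNAs had this seed, and taking bases 2 to 7 added no further name. The 10 names stood for 16 distinct sequences. Detected names with this seed numbered 8 in females, 8 in males, 10 in ovaries and 9 in testes. The names missing from both bodies were miR-5-3p and mir-6-3-p5, and the testes lacked mir-6-3-p5.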

The seed region ATCACAG in our study comprised 23 unique miRNAs including miR-2a, miR-2b, miR-5, miR-6, miR-11, miR-13a, miR-13b, miR-308 and miR-994 which belong to the same families demonstrate that miRNAs shared the same seed can regulate the gene expression corporately in different biological processes.

**Fig 4:**
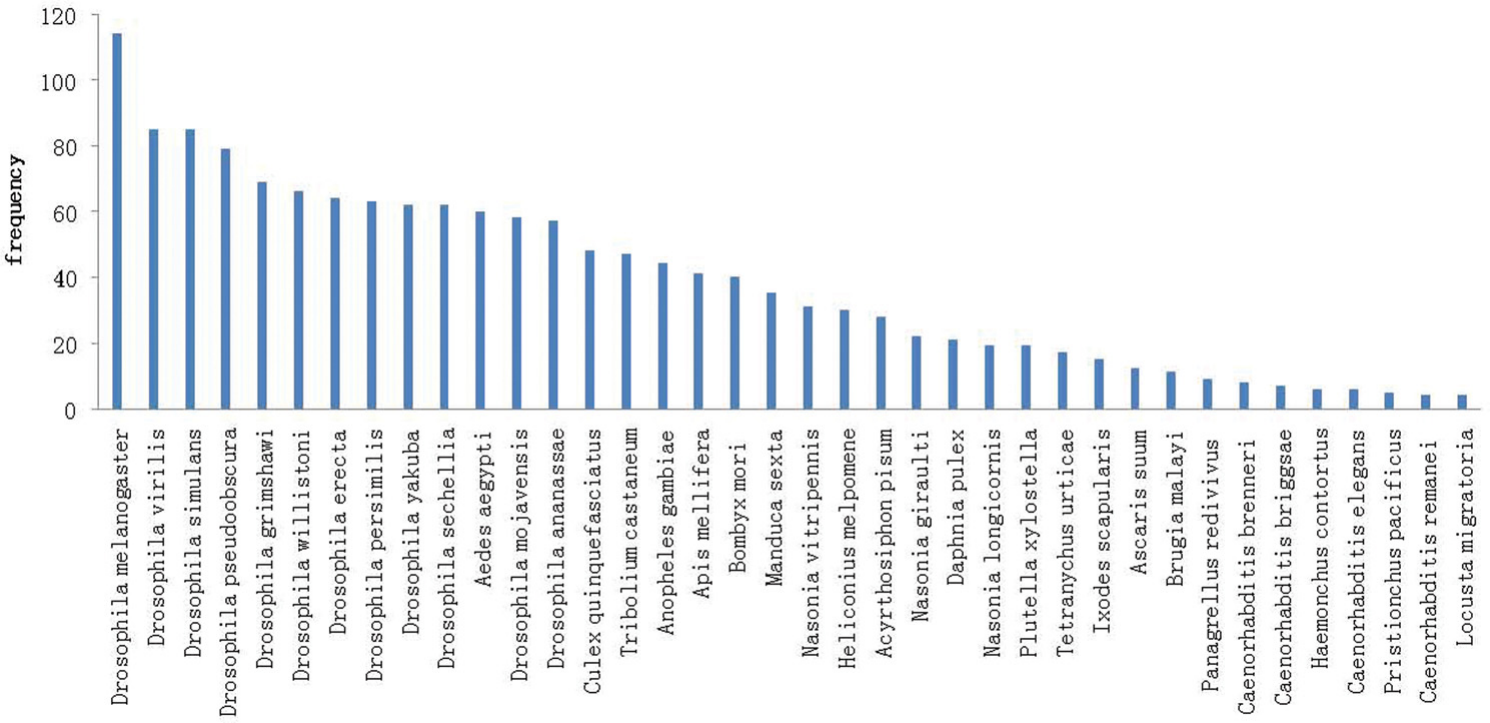
Conserved miRNAs in *B*. *dorsalis* against miRNAs of other species.

### Sex-biased expression of miRNAs

To characterize the sex-biased expression patterns in *B*. *dorsalis*, the miRNAs from females, males, ovaries and testes library were cross-compared. 

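For the comparison between libraries, the entries marked New were left out and name forms that differ in a copy number were merged, which gave 163 known names. Of these, 14 have no arm, and 5 of the 14 (miR-9b, miR-34, miR-100, miR-124 and miR-263a) share at least 12 bases in a run with an arm listed under its own name. Of the 163 names, 106 (65.0%) were detected in all 4 libraries, and the numbers were 158 and 102 with those 5 joined to their arm. Those not listed numbered 26 for females, 26 for males, 41 for ovaries and 29 for testes. The names detected in a single library numbered 8 for females, 8 for males, 2 for ovaries and 7 for testes. Both bodies and the testes shared 10 miRNAs that were not listed in the ovaries, namely miR-87, miR-100-3p, miR-193-3p, miR-263b, miR-315-5p, miR-929-5p, miR-932-3p, miR-965-3p, miR-983-5p and miR-iab-8-5p. The opposite pattern, both bodies and the ovaries without the testes, was seen for 4, which were miR-137-3p, miR-219, miR-312-3p and miR-956-5p. Another 4 were listed in both gonads and in neither body, and these were miR-5-3p, miR-9c-3p, miR-959-3p and miR-961-5p. A list of miRNAs of the nervous system and sense organs in Drosophila was set before the deposited lists were examined. The paper's S1 Table, which lists known miRNAs for ovaries and for testes, had been seen by then. With names without an arm joined, 18 mature miRNAs of this list were detected, 15 in females, 18 in males, 7 in ovaries and 10 in testes. From the let-7 complex, counted in the same way, 6 were detected in females, males and testes and 5 in ovaries. Of 2 muscle miRNAs, miR-1 was detected on both arms in every library and miR-133 was not listed. Since the lists hold no amounts, these values describe detection at the depth of each library and not a difference in level. The ovary library had the fewest clean reads (Table 1), so its lower numbers were not told apart from lower depth.

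**Figure D2:**
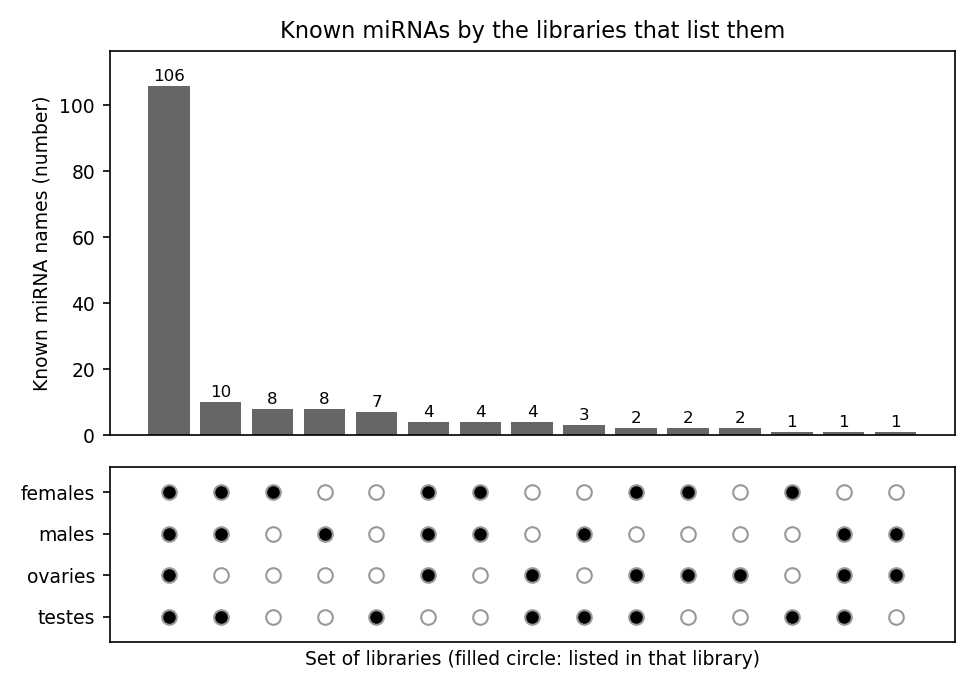
Number of known miRNA names (vertical axis) for each set of libraries in which they were detected, with filled circles for the libraries in the set. The bar for all 4 libraries holds 106 names, and the next, for both bodies and the testes, holds 10.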

In our study, we identified 18 female-biased and 16 male-biased miRNAs. 

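S3 Table holds 16 female-biased and 14 male-biased miRNAs, the same names as Table 2, where the paper's text gives 18 and 16. Their sequences were looked up in the deposited lists. All 30 were detected in both ovaries and testes, and 28 were detected in all 4 libraries. Of the 16 female-biased miRNAs, 15 were listed in females and 14 in males, and the exceptions were miR-5-3p, in neither body, and miR-309-3p, which was not listed in males. The 14 male-biased miRNAs were listed in every library. The number of entries under 1 name differed between libraries for some of them. miR-1-3p had 10 entries in females and 9 in males but 2 in ovaries and 2 in testes, while miR-6-3p had 6 in females, 3 in males, 6 in ovaries and 3 in testes.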

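Positions of 30 sex-biased miRNAs in the deposited lists were compared with each other. Of these, 11 had another sex-biased miRNA with a start within 10000 bases, 7 from the female-biased and 4 from the male-biased list. The number was also 11 within 1000 and within 50000 bases, and it was 12 when any distance on the same contig or arm was allowed. Precursors giving both arms were those of miR-5-5p with miR-5-3p and miR-8-5p with miR-8-3p. With 1 arm kept per precursor, 7 of 28 miRNAs had a sex-biased neighbour, namely miR-4-3p, miR-6-3p, miR-309-3p, miR-318-3p, miR-994-5p, miR-3477-5p and miR-12-5p. Positions so far are those of the S3 Table sequences. With every listed form of a name, 11 of 30 had a neighbour, and 8 of 28 with 1 arm per precursor, since miR-5-5p was then near miR-6-3p and miR-309-3p on arm 2R. Each group of neighbours held miRNAs of the same bias only.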

Of the sex-biased miRNAs, some are pairs derived from the same precursor (like miR-5-5p and miR-5-3p; miR-8-5p and miR-8-3p), and most of the miRNAs prefer to cluster in the genome and express in a consistent sex-biased pattern (Table 2). Intriguingly, the female-biased and male-biased miRNAs are highly expressed in ovary and testes respectively (S3 Table). This suggests that sex-biased miRNAs are mainly involved in the reproductive function. qRT-PCR experiments were used to validate deep sequencing data by measuring the expression profiles of 10 random selected miRNAs. 

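Each value of S3 Table was compared with the detection of its sequence in the deposited lists. In the paper's values, the females column was never below the ovaries column, nor the males column below the testes column. The difference between the columns was above 0 in 57 cases, and in each of them the sequence was listed in that body library. It was 0 in 3 cases, and these were the 3 sequences not listed there (miR-5-3p in females and males, miR-309-3p in males). The following values are the paper's, taken from S3 Table, with the body value given as the difference of the columns, so every comparison with a body below rests on reading the columns as sums. With the columns as printed, ovaries exceeded females for 0 of 16 and testes exceeded males for 0 of 14. miR-6-3p had 109797 in ovaries, 55 in testes and differences of 28 for females and 30 for males. miR-989-3p had 105099 in ovaries and 285 in testes, with 680 and 161 for the bodies. The paper chose both lists from these same libraries, so the counts that follow describe the lists and are not independent evidence. All 16 female-biased miRNAs were more than 2-fold higher in ovaries than in testes. Of them, 15 were higher in ovaries than in the female body, with miR-10-5p as the exception. Of the 14 male-biased miRNAs, 12 were higher in testes than in ovaries, 9 of them more than 2-fold. The others, miR-1-3p and miR-1000-5p, were higher in ovaries, miR-1000-5p at low values of 20.0 against 8.37. Among the 9, miR-274-5p and miR-987-5p rest on low ovary values, 5.00 and 3.33. In testes, 4 of the 14 exceeded the male body, of which miR-7-5p was close to equal with 17090 in testes and 16733 in the male body. All 14 were higher in the male body than in the female body, by 1.88 to 3.38-fold. Of the 16 female-biased miRNAs, 5 were higher in the female body than in the male body, while 10 were lower and 1 was at 0 in both. Among the 5, miR-309-3p had 1 against 0 and miR-4-3p 9 against 2. Of the 10, 7 differed by less than 1.5 times, miR-6-3p among them, and with single libraries these were not told from equal levels. With the columns as printed, all 16 were more than 2-fold higher in females than in males. From the values in the gonads, the paper proposes that sex-biased miRNAs act mainly in reproduction.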

The results showed that miR-6-3p, miR-989-3p, miR-994-5p, miR-308-3p were significantly more highly expressed in the ovaries, miR-8-3p, miR-1-3p, miR-12-5p, miR-274-5p was preferentially expressed in the testes, while miR-995-3p and miR-276a co-expressed in the ovary and testes (Fig 5). The consistency of the miRNA expression and deep sequencing data indicates that all the analysis in our study is reliable.

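The text and Fig 5 together name 11 miRNAs for the qRT-PCR, since the text gives miR-1-3p where Fig 5 gives miR-7-5p. All 11 were detected in both gonad libraries, as they were in both bodies. The libraries are from the same RNA sources as the qRT-PCR according to the Methods. In the paper's S3 Table, which holds 9 of the 11, the log2 ratio of ovaries to testes was 10.96 for miR-6-3p, 8.53 for miR-989-3p, 9.96 for miR-994-5p and 3.41 for miR-308-3p. The values of the first 3 are whole numbers in S3 Table, and their scaling is open. If they were unscaled, their log2 ratios would be 1.13 higher on the scale of the others. The log2 ratio was -2.60 for miR-8-3p, -2.60 for miR-7-5p, -1.04 for miR-12-5p and -8.04 for miR-274-5p. The size of the last rests on a low ovary value of 5.00. For miR-1-3p the paper's values were 7434 in ovaries and 3614 in testes, a log2 ratio of 1.04.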

**Fig 5:**
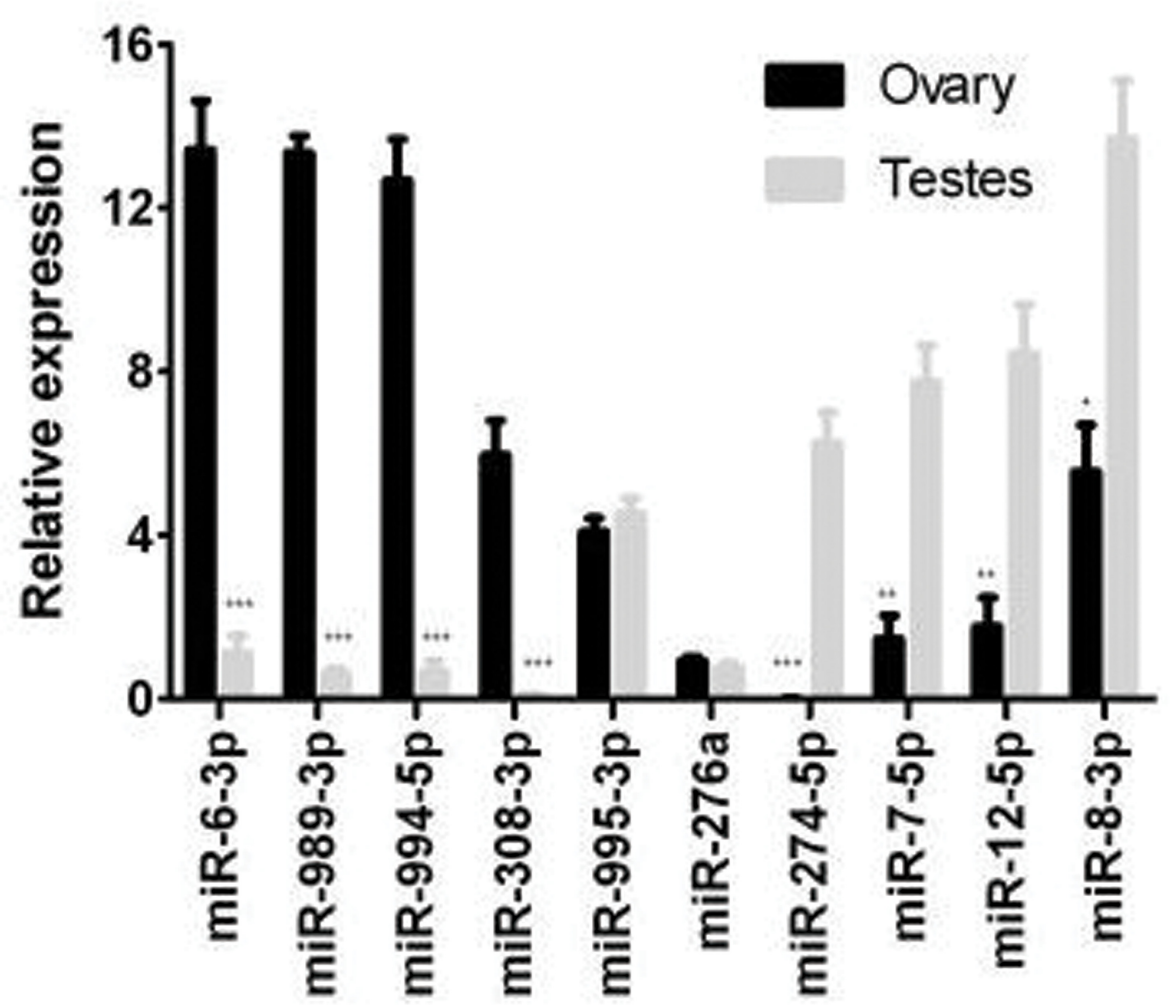
Real-time quantitative PCR validates expressions of 10 known miRNAs. The amount of expression was normalized to the level of α-tubulin. Error bars show SD from three independent experiments with three triplicates each and asterisks (* or** or ***) indicate significant differences (P< 0.05 or P<0.01 or P<0.001, respectively) compared to the relevant control in a two-tailed t-test.

**Table 2:** MicroRNAs with sex-biased expression and genome location.

female-biased				male-biased:			
miR-996-3p	JFBF01000218.1	miR-306-5p	JFBF01000027.1	miR-8-5p	JFBF01000093.1	miR-999-3p	JFBF01000069.1
miR-994-5p	JFBF01000147.19	miR-263a-5p	JFBF01000022.1	miR-8-3p	JFBF01000093.1	miR-276b-3p	JFBF01000015.1
miR-318-3p	JFBF01000147.1	miR-125-5p	JFBF01000010.1	miR-3477-5p	JFBF01000073.1	miR-34-5p	JFBF01000004.1
miR-308-3p	JFBF01000075.1	miR-9a-5p	3L	miR-12-5p	JFBF01000073.1	miR-1-3p	JFBF01000002.1
miR-10-5p	JFBF01000063.1	miR-92b-3p	3R	miR-275-3p	JFBF01003687.1	miR-1000-5p	3R
miR-309-3p	JFBF01000054.1	miR-5-5p	2R	miR-7-5p	JFBF01000368.1	miR-252-5p	3R
miR-6-3p	JFBF01000054.1	miR-5-3p	2R	miR-987-5p	JFBF01000144.1		
miR-4-3p	JFBF01000054.1	miR-989-3p	2R	miR-274-5p	JFBF01000088.1		

### Target prediction for sex-biased miRNAs and function analysis

Intending to understand the physiological functions and biological processes of sex-biased miRNAs in sex determination and gonad differentiation, we annotated the miRNAs and miRNA targets by Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. Target prediction was performed by integrating miRanda [32] and TargetScan [33] data. Four female-biased and four male biased miRNAs and their related target gene are listed in Table 3. 

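Each of the 8 sequences in Table 3 was looked up in the deposited lists. In all 4 libraries, 5 of them were detected, which were those of miR-994-5p, miR-318-3p, miR-8-5p, miR-274-5p and miR-12-5p. The sequence of miR-5-3p was listed in ovaries and testes only. For miR-989-3p, Table 3 gives UGUGAUGUGACGUAGUGG, an 18 nt form listed in females and ovaries on contig JFBF01001905.1 from 9220 to 9349. The sequence of miR-989-3p in S3 Table begins with the same 18 bases and goes on with AAC, so bases 2 to 8 are the same. This longer form was detected in all 4 libraries and placed on arm 2R from 10032856 to 10033029. Whether the 18 nt form is a shortened copy of the longer one was not tested. The form of miR-252-5p in Table 3, CUAAGUACUAGUGCCGCAGGACU, was listed in females, males and testes, and S3 Table has a form that was listed in all 4 libraries.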

One target gene of the female-biased miR-989-3p is *doublesex (dsx)* which is considered as the key switch gene in the sex determination of tephritid insects. GO annotation and KEGG pathway analysis were performed to identify functional modules regulated by these miRNAs. GO enrichment analyses of the percentage of genes involved in biological process, cellular component, and molecular component are shown in Fig 6. The KEGG pathway analysis revealed 250 pathways that were enriched with miRNA targets (data not shown). Neuroactive ligand-receptor interaction, PPAR signaling pathway, gamma-Hexachlorocyclohexane degradation and D-Glutamine and D-glutamate metabolism ranked among the most enriched pathways. The 10 most-enriched Go categories for the target genes of miRNAs and KEGG pathways enriched in target genes of miRNAs are shown in S4 Table and S5 Table.

**Fig 6:**
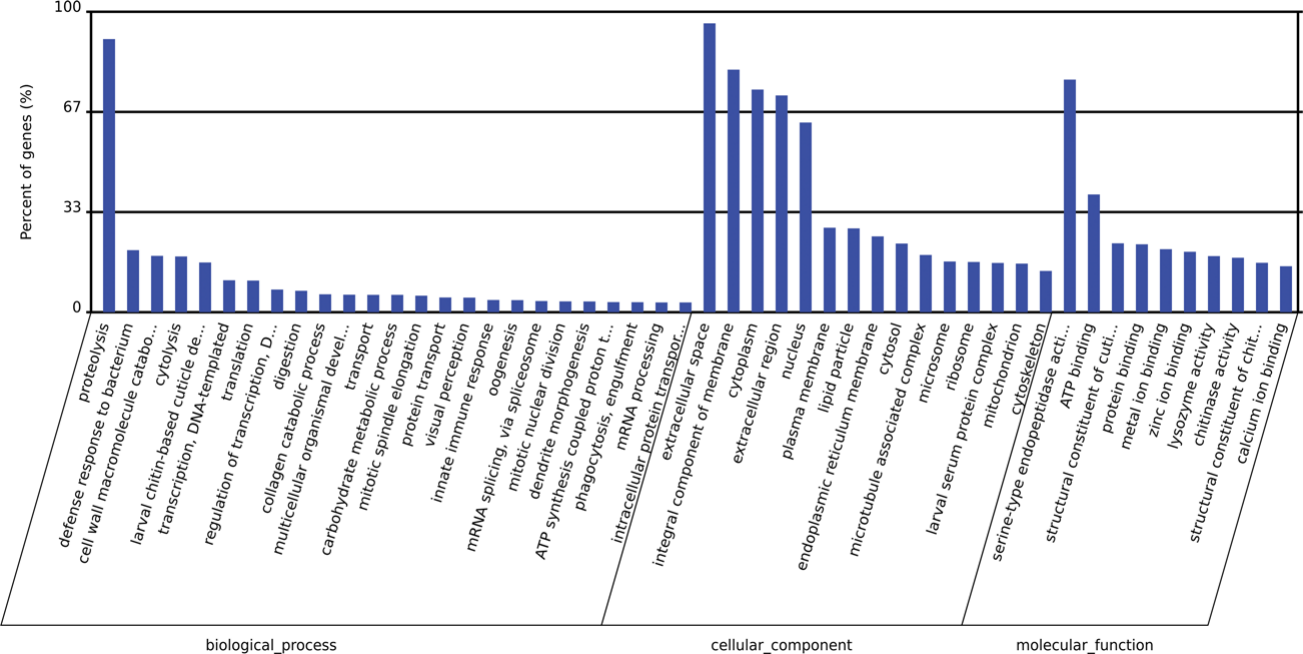
GO classifications of unigenes derived from sequencing miRNAs in *B*. *dorsalis*. The terms were summarized into 3 main GO categories and 50 sub-categories. The y-axis represents the percentage of unigenes.

**Table 3:** Potential target gene of sex-biased miRNAs in *B*. *dorsalis*.

miRNA		miRNA sequences (5’-3’)	Target gene	Gene annotation	TargetScan	miRanda	Total
miR-989-3p	UGUGAUGUGACGUAGUGG		TRPL	Transient-receptor-potential-like protein	1	1	2
			CU01	Cuticle protein	1	1	2
			ACOD	Acyl-CoA desaturase	1	1	2
			DSX	doublesex	1	1	2
miR-994-5p	UAAGGAAAUAGUAGCCGUGAUU		PP1B	Serine/threonine protein phosphatase	1	1	2
			TRYE	Trypsin epsilon	1	1	2
			CP6A2	Cytochrome P450	1	1	2
miR-5-3p	UAUCACAGUGAUUUUCCUUGU		SP24D	Serine protease	1	1	2
			RERGL	Ras-related and estrogen-regulated growth inhibitor-like protein	1	1	2
miR-318-3p	UCACUGGGCUUUGUUUAUCUCA		ATPB	ATP synthase	1	1	2
			TITIN	Titin	1	1	2
			RRP44	Exosome complex exonuclease	1	1	2
miR-8-5p	CAUCUUACCGGGCAGCAUUAGA		RENI1	Renin-1	1	1	2
			PGK	Phosphoglycerate kinase	1	1	2
			URM1	Ubiquitin-related modifier 1 homolog	1	1	2
			HSBP1	Heat shock factor-binding protein	1	1	2
miR-252-5p	CUAAGUACUAGUGCCGCAGGACU		YTV2	Uncharacterized zinc metalloprotease	1	1	2
			SNMP1	Sensory neuron membrane protein	1	1	2
			LPH	Lactase-phlorizin hydrolase	1	1	2
miR-274-5p	UUUGUGACCGACACUAACGGGU		TRY	Trypsin	1	1	2
			MDR49	Multidrug resistance protein	1	1	2
			NLTP	Non-specific lipid-transfer protein	1	1	2
miR-12-5p	UGAGUAUUACAUCAGGUACUGGU		SER1	Serine proteases	1	1	2
			MTH11	G-protein coupled receptor	1	1	2
			COQ6	Ubiquinone biosynthesis monooxygenase	1	1	2

## Discussion

To explore the differential expressed miRNAs between sexes and gonads, we identified and characterized miRNAs from females, males, ovaries and testes in *B*. *dorsalis* by Solexa deep sequencing. A total of 183 known and 120 novel miRNAs were gained from the four libraries. The length distribution of the total small RNA reads in data set presented that the dominant size was 21 nt followed by 22 and 20 nt sequences which is the typical length of the mature miRNAs, but a very low in 24, 25, 26 nt. In the previous report, only a total of 123 known and 60 novel miRNAs were identified in *B*. *dorsalis* [25]. The available of the whole genome sequence (WGS) of *B*. *dorsalis* enlarge the finding of known and novel miRNAs in our study.

Among these miRNAs in our study, 44 pairs of known miRNAs and miRNA*s (postfixed with 3p and 5p) were observed. 

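By the names in the deposited lists, 45 known miRNAs had both a 5p and a 3p entry over the 4 libraries. With name forms of 1 arm merged there were 63 pairs, and 48 when entries marked New were also left out. The counts that follow use the 45 pairs and exact names, so an arm listed only under another form counts as missing. Both arms were detected in the same library for 33 of the 45 pairs in females, 32 in males, 26 in ovaries and 33 in testes, and for 22 pairs in every library. In the ovaries, 9 pairs had the 5p arm alone, 8 had the 3p arm alone and 2 had neither. In the testes, 7 pairs had the 5p arm alone and 5 the 3p arm alone. miR-10 had both arms in all 4 libraries. For miR-iab-4 the 5p arm was detected in all 4 libraries and the 3p arm in the testes only. These are detections, and the ratio of the arms was not computed here. The ovary library had the fewest clean reads (Table 1), and its lower number of complete pairs was not told apart from lower depth.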

The miRNA and miRNA* sequences from 44 pairs either share similar or differential expression. miRNA and miRNA* are the products of the same pre-miRNA and functioned differently [34]. miRNA is stable and loaded into RISC to recognize the target gene, while miRNA* is considered inactive and degraded immediately in cytosol [35,36]. But the recent reports showed that some miRNA* with high expression play potential roles in regulation [37]. The 3’ and 5’ arm miR-10 are co-expressed and both target *Hox* genes in Drosophila [38–40]. These miRNA precursors may produce functional molecules from both arms. In fact, miRNA*s could have some endogenous targets; Okamura found that *D*. *melanogaster* miR-iab-4-3p can involved in endogenous regulatory networks by target *abrupt* gene [41]. This differential expression of the 3p or 5p miRNA from the both arms of precursors are associated with specific tissue [42], and indicate a clue in miRNA evolution [43].

In our study, we identified 91 families from the 183 known miRNAs. miR-2a, miR-2b, miR-5, miR-6, miR-11, miR-13a, miR-13b, miR-308 and miR-994 with same seed region ATCACAG in our study is the most abundant family. miR-2 (miR-2, miR-13a and miR-13b) is involved in the metamorphosis through repressing the *Krüppel* homolog 1 (*Kr-h1*) expression in *Blattella germanica* [44]. While in Drosophila, miR-2 control apoptosis by targeting potential proapoptotic genes (*reaper*, *grim* and *sickle*) [45]. miR-10 members are considered a close interplay in regulation *Hox* [46]. All these signs show that miRNA family is conserved among species, but can alter target gene via different seed sequences during the course of evolution [47]. Previous studies showed that the first and ninth nucleotide which limit the seed region at the 5’ end of mature miRNA are enriched with uridine (U) and vital to miRNA-target recognition [31]. In our study, we found that uridine (U) was the most abundant (54.48%) at first nucleotide but not at ninth nucleotide, which is coordinated with previous reports [25].

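At the ninth nucleotide of the 427 known and predicted names, U made up 34.3% (95% exact binomial interval 29.9% to 39.1%), A 23.8%, G 23.5% and C 18.4%. U was thus the most frequent base at this position as well, though its share was lower than at the first. Among the known miRNAs alone the share of U was 39.4%, and among the predicted miRNAs alone it was 29.3%, with A and G at 26.5% each.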

In *D*. *melanogaster*, amounts of female-biased and male-biased miRNAs have found and distributed mostly in the gonad [4]. It is reported that these sex-biased miRNAs are encoded within the sex-biased genes and associated with the reproductive function [43,48]. Our study obtained 18 female-biased miRNAs and 16 male-biased miRNAs. Among these miRNAs, miR-989-3p, miR-994-5p, miR-996-3p, miR-318-3p, miR-92b-3p, miR-306-5p, miR-12-5p were also sex-biased expression in *D*. *melanogaster* [4], indicating the conservation of those sex-biased miRNAs among different species. miR-5-3p/miR-5-5p, miR-4-3p/miR-6-3p/miR-309-3p, miR-318-3p/miR-994-5p from female-biased miRNAs and miR-8-5p/miR-8-3p, miR-3477-5p/miR-12-5p, miR-252-5p/miR-1000-5p from male-biased miRNAs are clustered in *B*. *dorsalis* genome, suggesting that those clustered miRNA in *B*. *dorsalis* is transcribed in multicistronic primary-miRNA. 

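In the deposited lists, the S3 Table sequences of miR-6-3p, miR-4-3p and miR-309-3p lay on the minus strand of contig JFBF01000054.1, within 2260 bases from 203037 to 205296. Another form of miR-6-3p was listed there at 2 further positions, the last ending at 206575. On JFBF01000147.1, also on the minus strand, the precursor of miR-318-3p ran from 463595 to 463696 and that of miR-994-5p from 463817 to 463918, with 120 bases between them. The precursor of miR-3477-5p was on the plus strand of JFBF01000073.1 from 1266526 to 1266649 and that of miR-12-5p from 1266962 to 1267060, and both fell within 535 bases. The same contig held miR-283, which is not in the sex-biased list, from 1264457 to 1264575. The arms of miR-5 were placed on arm 2R from 15548663 to 15548731, a Drosophila arm name. Other forms of miR-6-3p (15548221 to 15548300, 15548374 to 15548447 and 15548508 to 15548589) and of miR-309-3p (15549211 to 15549279) were listed near them on 2R. The sequence of miR-252-5p in S3 Table lay on JFBF01000214.1 from 97404 to 97509 and that of miR-1000-5p on JFBF01000020.1 from 1908097 to 1908179. Other forms of these miRNAs were listed on arm 3R, with 12124547 bases between them. From the positions in the genome, the paper proposes that clustered miRNAs are transcribed in multicistronic primary miRNAs.

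**Figure D3:**
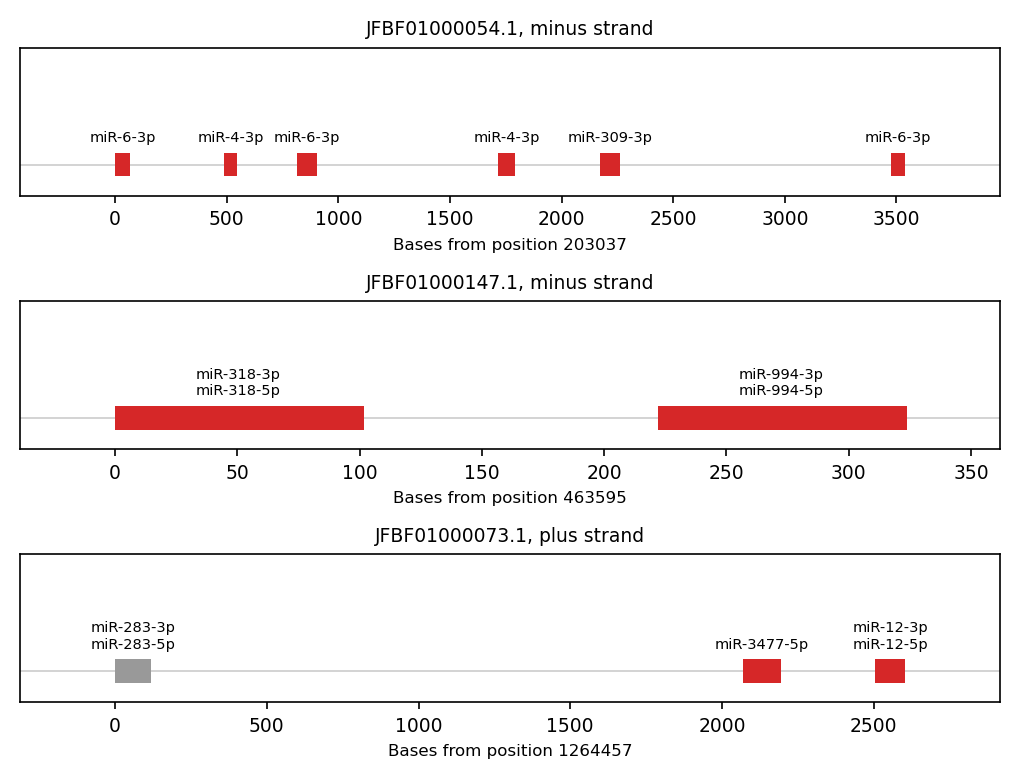
Map of the precursors of known miRNAs within 10000 bases of a sex-biased miRNA on 3 contigs of the B. dorsalis genome, in bases from the first precursor (red, precursor of a sex-biased miRNA; grey, other known miRNA). The precursors of miR-318-3p and miR-994-5p are 120 bases apart and those of miR-3477-5p and miR-12-5p span 535 bases.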

Unexpectedly, all the sex-biased are located in the autosome rather than the male-biased miRNAs emerged in the X chromosome as reported [4]. 

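The S3 Table sequences of 26 of 30 sex-biased miRNAs were placed on contigs of the B. dorsalis genome, and the sources used here assign none of these contigs to a chromosome. The other 4 were placed under Drosophila arm names, miR-5-5p, miR-5-3p and miR-989-3p under 2R and miR-9a-5p under 3L. None of the 30 sequences was placed under X. Another form of miR-12-5p was listed under X in the testes. For miR-92b-3p (JFBF01000012.1), miR-252-5p (JFBF01000214.1), miR-1000-5p (JFBF01000020.1) and miR-1-3p (JFBF01001330.1), the place of the S3 Table sequence was not the place in Table 2, and for all 4 the lists held another entry of the same name at the place in Table 2. The contig of miR-994-5p was JFBF01000147.1, which Table 2 prints with a further digit.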

The X chromosome cluster miR-982-5p, miR-983-5p, miR-984-5p, miR-973-3p, miR-9369-5p, miR-4966-5p, miR-975-5p in our library have a low expression in all samples, which is different from previous reports in *D*. *melanogaster*, the enriched X chromosome cluster miR-982/983/984 and miR-973/4966/975 are highly expressed in testes of *D*. *melanogaster* [4]. 

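All 7 miRNAs were listed under X, at positions that carry a Drosophila arm name. miR-982-5p (4259839 to 4259931), miR-983-5p (4262516 to 4262614) and miR-984-5p (4262679 to 4262768) lay near each other. A further group was made up of miR-9369-5p (19445351 to 19445412), miR-973-3p (19445561 to 19445661), miR-4966-5p (19452403 to 19452529) and miR-975-5p (19452786 to 19452876). None of the 7 was detected in all 4 libraries. Females had 2 of them (miR-983-5p and miR-984-5p), males 4 (miR-983-5p, miR-9369-5p, miR-4966-5p and miR-975-5p), ovaries 3 (miR-982-5p, miR-973-3p and miR-9369-5p) and testes 2 (miR-983-5p and miR-975-5p). Their levels were not measured here.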

The divergence of X chromosome cluster miRNAs between *D*. *melanogaster* and *B*. *dorsalis* may be the results of a lossment of male genes and male-biased miRNAs from the X chromosome in evolution [4,49].

By using miRanda and TargetScan software, the target genes of sex-biased and gonad-specific miRNAs were predicted. We found one target gene of the female-biased miR-989-3p is *doublesex (dsx)* which is considered as the key switch gene in the sex determination of *Bactrocera* pests. The primary signal of sex-determination cascade in the tephritid insects relies on a Y-linked male-determining factor (M-factor) [50], while *dsx* is the bottom gene of the cascade and conserved in the regulation of sexual differentiation [51,52]. The linkage between miR-989-3p and *dsx* in our study indicate that sex-biased miRNAs may not only associated with the reproductive function but also involved in the sex-determination by regulating the cascade genes in *B*. *dorsalis*. Fagegaltier et al. (2014) found that *let-7* as a ecdysone-mediated signaling factor affect the expression of sex-specific genes including *sexlethal* (*sxl*), *dsx* and yolk protein gene (*yp1*), which to some extent, maintaining sexual identity in the soma of *D*. *melanogaster*. Also, there are no miRNAs on the Y chromosome in *B*. *dorsalis*. 

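No entry of the 4 lists of known miRNAs or of the table of predicted miRNAs was placed under a Y chromosome. The 220 predicted entries were all on contigs without a chromosome name, as were 234 of the distinct known entries, and the other 78 carried a Drosophila arm name. Whether any of these contigs belongs to the Y chromosome is not given in the sources used here.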

Whlie in *Bombyx mori*, a W-chromosome specific small RNA (piRNA) have an effect on the sex-specific *dsx* splice variants and determined the primary sex in the WZ sex determination system [53]. The deficiency of Y-chromosome miRNAs in Diptera species indicates a different sRNA-mRNA interplay mechanism in XY system.

In this study, the potential miRNAs in females, males, ovaries and testes of *B*. *dorsalis* were identified and characterized using deep sequencing, and 183 known miRNAs, 120 novel miRNAs were abtained. The different expression between sexs and gonads suggested that these miRNAs may play important roles in reproduction processes such as spermatogenesis and oogenesis. Further function analyses of the sex-biased miRNAs and their target genes will be of great significance to better understand the somatic and germline sex determination mechanism in *B*. *dorsalis* and to develop new control approaches by miRNA interruption.

## Materials and Methods

### Sample preparation and RNA extraction

*B*. *dorsalis* were reared on artificial diet and cultured at 28°C under a photoperiod of 12 h light:12 h dark described previously in our laboratory [54]. Newly emerged virgin females and males were separated by sex and after 12 days mature female and male adults were dissected. After dissection, the gonads and the rest adult samples were immediately stored in RNAlater^®^ Solution (Ambion). To identify the small RNAs involved in *B*. *dorsalis* gonad proliferation and sex differentiation, four small RNA libraries were constructed from the mature adults (without ovaries and testes respectively) and gonads samples. Total RNAs were extracted using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s protocol, the quantity and purity were examined using an Bioanalyzer 2100 (Agilent, CA, USA).

### Small RNA library construction and deep sequencing

Small RNA libraries were generated from the four RNA samples with the TruSeq Small RNA Sample Prep Kits, following manufacturer’s guide (Illumina, San Diego, USA). The 18–30 nt length RNA fractions were separated by gel and ligated sequentially to 3’ and 5’ adaptors. Ligation products were then reverse transcribed using the primer on the 3’ adaptor and 15 PCRs amplified on the first strand synthesis production with both adaptor sequence primers. Ultimately, PCR products were purified, validated and sequenced by LC-Sciences using an Illumina Hiseq2500.

### Small RNA sequence bioinformatic analysis

After removing low quality reads and adaptor sequences from the raw datas, large amounts of clean small RNAs were analyzed by BLAST against *B*. *dorsalis* mRNAs database [24], RFAM and Repbase to identify possible mRNA, rRNA, tRNA, snRNA, snoRNA and other ncRNAs. The remaining clean reads were aligned to the miRNA precursors/mature miRNA sequences in miRBase and previously identified miRNAs of *B*. *dorsalis* [25], with the matched or one mismatch sequences, were identified as known miRNAs. The unmapped sequences after known miRNA identification were aligned to the genome of *B*. *dorsalis* and the hairpin RNA structures containing sequences were predicated from the flank 80 nt sequences using RNAfold software complying with criteria from the pre-miRNA statistics in miRBase to identify potentially novel miRNAs [55].

### Comparison of differential miRNAs

The expression patterns of miRNAs between female and male, female and ovary, male and testes were compared in order to identify sex-biased and gonad specific expressed miRNAs. The abundance of each miRNA in the libraries was transformed through a modified global normalization according to the procedures described before [25]. Each library miRNAs expression were normalized to transcripts per million and those miRNAs which normalized expression were 0 were modified to 0.01. After removing the normalized expression of miRNAs which were less than 1 in four libraries, the normalized data were used to calculate fold-change values [= log_2_(X/Y)] and the log_2_-ratio plot. The statistically significant difference (threshold of a fold change >2 and P-value < 0.05) of each library was tested with Fisher test and chi-square test.

### miRNA target gene prediction and pathway analysis

According to the procedures described in previous work [55], which provided by LC Sciences Service, we predicted the target genes of highly expressed miRNAs and analyzed the GO terms and KEGG Pathway of these miRNAs. First, TargetScan and MiRanda softwares were applied to identify miRNA binding sites. Then we combined the data which predicted by both softwares and calculated the overlaps. The gene ontology (GO) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of these highly miRNAs and miRNA targets were annotated [56] and analyzed with the DAVID Bioinformatics Resources Database [57]. The molecular function, cell component, and biological process were used to organize the target genes by functional classification.

### qPCR assay of known miRNAs

The expression profiles of ten known miRNAs were investigated in this study. Reverse transcription reactions for mature miRNAs and α-tubulin as a control were conducted with three biological replicates total RNA (same RNA sources that were used for the sequencing experiments) using miRNA-specific stem-loop primers or an α-tubulin gene reverse primer. The stem-loop RT primers and gene-specific primers were designed according to previous work [25]. All primers are listed in S6 Table. The reaction system (20 μl) contained 1 μg RNA, 2 pmol stem-loop RT primer or α-tubulin gene reverse primer, 4 μl 5 ×PrimeScript Buffer, 10 nmol deoxynucleotide triphosphates (dNTPs), 20 U Rnase Inhibitor, 100 U PrimeScript Reverse Transcriptase (TaKaRa, Dalian, China) and RNase-free water. The 10 μL reactions consisting of total RNA, stem-loop RT primer or α-tubulin gene reverse primer, 0.25 mM each of dNTPs and RNase-free water were first incubated for 5 min at 65°C, placed in an ice bath for 2 min, briefly centrifuged, and then other reagents were added. The 20 μL reactions were incubated in a MyCycler Thermal Cycler (Bio-Rad, Hercules, CA) for 60 min at 42°C for 15 min at 70°C, and then at 4°C for subsequent processes. The reverse transcription products were used for real-time qPCR. qPCRs were performed using SYBR Green qPCR mix following the manufacturer’s instructions in a real-time thermal cycler (Bio-Rad, Hercules, CA, USA). The qRT-PCR program was as follows: 95°C for 10 min, 40 cycles of 95°C for 15 s, 60°C for 30 s and 72°C for 30 s. Three biological and technical replicates were performed. Real-time expression data were analyzed by 2^-△△Ct^ method [58].

## Supporting Information

S1 Fig Length distribution and abundance of small RNAs in the four libraries.

S1 Table Identification of known microRNAs in the four libraries.

S2 Table Identification of combined novel microRNAs in the four libraries.

S3 Table Identification of sex-biased microRNAs in the four libraries.

S4 Table The 10 most-enriched Go categories for the target genes of miRNAs.

S5 Table The most enriched KEGG pathways for target genes of miRNAs.

S6 Table Primers used in our study.

# Supplementary material for: Identification and Characterization of Sex-Biased MicroRNAs in Bactrocera dorsalis (Hendel)
**Source:** PLoS One. 2016 Jul 21;11(7):e0159591. doi: 10.1371/journal.pone.0159591
**Supplement:** S4 Table

| GO ID | GO terms | S-gene  number | TS-gene  number | B-gene  number | TB-gene number | P-value |
| --- | --- | --- | --- | --- | --- | --- |
| A: Biological process | | | | | | |
| GO:0008363 | larval chitin-based cuticle development | 610 | 15,541 | 925 | 42,736 | 5.67E-76 |
| GO:0006869 | lipid transport | 109 | 15,541 | 156 | 42,736 | 1.78E-17 |
| GO:0051281 | positive regulation of release of sequestered calcium ion into cytosol | 23 | 15,541 | 27 | 42,736 | 2.47E-07 |
| GO:0014009 | glial cell proliferation | 23 | 15,541 | 27 | 42,736 | 2.47E-07 |
| GO:0046889 | positive regulation of lipid biosynthetic process | 23 | 15,541 | 27 | 42,736 | 2.47E-07 |
| GO:0031999 | negative regulation of fatty acid beta-oxidation | 22 | 15,541 | 26 | 42,736 | 5.82E-07 |
| GO:0031670 | cellular response to nutrient | 22 | 15,541 | 26 | 42,736 | 5.82E-07 |
| GO:0030157 | pancreatic juice secretion | 24 | 15,541 | 30 | 42,736 | 1.29E-06 |
| GO:0008610 | lipid biosynthetic process | 25 | 15,541 | 33 | 42,736 | 4.64E-06 |
| GO:0032228 | regulation of synaptic transmission, GABAergic | 22 | 15,541 | 28 | 42,736 | 6.28E-06 |
| B: Cellular component | | | | | | |
| GO:0005576 | extracellular region | 1,329 | 15,541 | 3,040 | 42,736 | 0.00E+00 |
| GO:0000275 | mitochondrial proton-transporting ATP synthase complex, catalytic core F(1) | 66 | 15,541 | 75 | 42,736 | 2.18E-20 |
| GO:0005616 | larval serum protein complex | 302 | 15,541 | 620 | 42,736 | 1.65E-10 |
| GO:0005615 | extracellular space | 1,771 | 15,541 | 4,534 | 42,736 | 3.78E-05 |
| GO:0008021 | synaptic vesicle | 53 | 15,541 | 93 | 42,736 | 4.05E-05 |
| GO:0043292 | contractile fiber | 24 | 15,541 | 35 | 42,736 | 1.08E-04 |
| GO:0001651 | dense fibrillar component | 7 | 15,541 | 7 | 42,736 | 8.40E-04 |
| GO:0005811 | lipid particle | 514 | 15,541 | 1,273 | 42,736 | 1.47E-03 |
| GO:0030426 | growth cone | 16 | 15,541 | 24 | 42,736 | 2.47E-03 |
| GO:0034362 | low-density lipoprotein particle | 8 | 15,541 | 10 | 42,736 | 6.32E-03 |
| C: Molecular function | | | | | | |
| GO:0042302 | structural constituent of cuticle | 845 | 15,541 | 1,794 | 42,736 | 0.00E+00 |
| GO:0008010 | structural constituent of chitin-based larval cuticle | 606 | 15,541 | 913 | 42,736 | 3.95E-77 |
| GO:0030547 | receptor inhibitor activity | 73 | 15,541 | 85 | 42,736 | 4.98E-21 |
| GO:0000062 | fatty-acyl-CoA binding | 144 | 15,541 | 221 | 42,736 | 3.06E-18 |
| GO:0045735 | nutrient reservoir activity | 365 | 15,541 | 789 | 42,736 | 5.62E-09 |
| GO:0004736 | pyruvate carboxylase activity | 27 | 15,541 | 33 | 42,736 | 1.14E-07 |
| GO:0004032 | alditol:NADP+ 1-oxidoreductase activity | 31 | 15,541 | 40 | 42,736 | 1.32E-07 |
| GO:0030156 | benzodiazepine receptor binding | 22 | 15,541 | 26 | 42,736 | 5.82E-07 |
| GO:0005344 | oxygen transporter activity | 394 | 15,541 | 892 | 42,736 | 7.76E-07 |
| GO:0046961 | proton-transporting ATPase activity, rotational mechanism | 126 | 15,541 | 247 | 42,736 | 1.72E-06 |

Table S4. The 10 most-enriched Gocategories for the target genes of miRNAs (P < 0.05)

# Supplementary material for: Identification and Characterization of Sex-Biased MicroRNAs in Bactrocera dorsalis (Hendel)
**Source:** PLoS One. 2016 Jul 21;11(7):e0159591. doi: 10.1371/journal.pone.0159591
**Supplement:** S5 Table

| Pathway ID | Pathway description | S-gene  number | TS-gene  number | B-gene  number | TB-gene  number | P-value |
| --- | --- | --- | --- | --- | --- | --- |
| ko04080 | Neuroactive ligand-receptor interaction | 1,643 | 8,705 | 3,907 | 25,612 | 7.77E-16 |
| ko03320 | PPAR signaling pathway | 255 | 8,705 | 568 | 25,612 | 3.36E-08 |
| ko00361 | gamma-Hexachlorocyclohexane degradation | 372 | 8,705 | 946 | 25,612 | 2.69E-04 |
| ko00471 | D-Glutamine and D-glutamate metabolism | 23 | 8,705 | 37 | 25,612 | 4.21E-04 |
| ko00903 | Limonene and pinene degradation | 363 | 8,705 | 931 | 25,612 | 6.47E-04 |
| ko04330 | Notch signaling pathway | 68 | 8,705 | 144 | 25,612 | 6.74E-04 |
| ko00945 | Stilbenoid, diarylheptanoid and gingerol biosynthesis | 267 | 8,705 | 680 | 25,612 | 2.01E-03 |
| ko04514 | Cell adhesion molecules | 21 | 8,705 | 36 | 25,612 | 2.35E-03 |
| ko05210 | Colorectal cancer | 71 | 8,705 | 162 | 25,612 | 5.72E-03 |
| ko01040 | Biosynthesis of unsaturated fatty acids | 118 | 8,705 | 286 | 25,612 | 5.92E-03 |
| ko04912 | GnRH signaling pathway | 95 | 8,705 | 225 | 25,612 | 5.96E-03 |
| ko04740 | Olfactory transduction | 57 | 8,705 | 127 | 25,612 | 6.89E-03 |

Table S5. The most enriched KEGG pathways fortarget genes of miRNAs (P < 0.05)

How the deposited data were processed for this re-analysis (not part of the article)

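Small RNA of 12-day-old adult B. dorsalis was sequenced in 4 libraries, from females without ovaries, males without testes, ovaries and testes, with 1 library per condition. The authors removed adaptors, low-quality reads, and reads matching mRNA, Rfam and Repbase sequences, matched the remaining reads to miRBase and to earlier B. dorsalis miRNAs with at most 1 mismatch, and searched the genome for hairpins of predicted miRNAs. Their deposited lists give names, sequences, lengths in nt, positions in bases and a miRBase status of Yes, Diff or New for each known miRNA of a library. A table for the libraries combined gives each predicted miRNA with its precursor and its folding free energy in kcal/mol. The lists were read as detection, with no amounts. The number of reads per entry was not used here, so no depth, binomial interval or upper limit is given for a single miRNA, and an absence from a list is not a level of 0. Intervals are given only for shares of listed miRNAs and cover counting error only.

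The comparisons of ovaries with testes, females with males and each body with its gonad by fold and by Fisher's exact test, the share of the most abundant miRNAs, the number of predicted miRNAs per library and the arm ratios had been planned before the data were examined. They need an amount per library and were not computed. The miRNAs to be named were set at the same time as those the paper names, with 9 lists of miRNAs known from Drosophila. The contents of S1, S2 and S3 Table had been seen when this rule was set. S1 Table lists known miRNAs for ovaries and for testes, so the lists were not blind to detection there. The parts of the rule that rank miRNAs by amount were not used. Some further miRNAs that are named for their pattern of detection, in the comparison between libraries and among the predicted miRNAs, were chosen after their values were seen.

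Known miRNAs were counted by distinct name. For patterns of detection, entries marked New were left out and name forms with a copy number were merged, and names without an arm were kept as they stand or, as an alternative, joined to the listed arm with which they share a run of at least 12 bases. Families were formed from the number in the name, and the seed was taken as bases 2 to 8. The base at a position was counted with 1 vote per name, split equally over the sequences of a name, with a 95% exact binomial interval on the count rounded to a whole number. Pairs were names with a 5p and a 3p entry. A sex-biased miRNA was called clustered when another had its start within 10000 bases on the same contig or arm. Positions are those of the precursor on the contigs named in the lists. The sources used here do not state the build of the genome behind the arm names.

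The copies of S1 and S2 Table that were used held 182 and 119 rows, where the paper's text gives 183 and 120 miRNAs. S3 Table held 16 female-biased and 14 male-biased miRNAs, where the text gives 18 and 16. Table 2 of the paper prints the same 16 and 14 names. Whether rows were missing or the counts in the text are higher than the tables was not settled. These copies were used to look up single sequences, to compare S3 Table with detection, and as alternatives. No test of overlap was made on them. S3 Table values are the paper's.

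Free energies were recomputed with RNAfold 2.7.2 at 37 degrees from the precursor sequences. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. The functions for names, distances and overlaps were tested on simulated data, and 18 of 18 made-up cases came out as planted. The alternatives tried were other ways of counting miRNAs, families, seeds, pairs and bases, the recomputed energies, and other distances for clusters. Targets, GO and KEGG results and the qRT-PCR were not analysed here. 1 line of the table of predicted miRNAs is not reported here. Gene symbols of the reference annotation were not used, since its names did not match miRNA names.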

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

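Of 65 values under alternatives for 28 results, 57 stayed within the limits of the reported value and 8 moved. A count was called moved when it differed by more than 1.5 times, and a share when it left its 95% interval. Those that stayed include the S3 Table check, with 57 cases that match if the columns are body values against 60 if they are sums. That difference is inside the limit of 1.5 times, yet it is used below to argue against body values. Of the 18 values under alternatives set before the data were examined, 14 stayed. The other alternatives were chosen after seeing the data.

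Among the alternatives set beforehand, 4 values moved. Families by the same bases 2 to 8 numbered 206 against 117. The 206 groups are of the 291 distinct sequences and not of names, so the unit changed with the rule. Both effects were not told apart. Pairs with both arms in the ovaries numbered 26 against 45 over all libraries. A pair then has to be complete in a single library. The same rule gave 33 in females, 32 in males and 33 in testes, which stayed within the limit. Why the ovaries were lower was not tested, and their library had the fewest clean reads (Table 1). The share of U at the ninth nucleotide was 39.4% in known miRNAs and 29.3% in predicted miRNAs against 34.3% in both. U was the most frequent base in each of these sets. Among the alternatives chosen later, the seed ATCACAG was carried by 16 distinct sequences and by 23 combinations of sequence and position against 10 names, because 1 name covers several sequences and positions. Predicted miRNAs numbered 115 by the names in the copy of S2 Table against 215, and the cause was not tested. Clustered sex-biased miRNAs numbered 7 against 11 when 1 arm was kept per precursor, since the pairs of miR-5 and miR-8 then no longer count.

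The counts of known miRNAs per library stayed within 1.5 times under all 4 ways of counting that were tried, as did the clusters at the 3 other distances and by every listed form of the names, the comparison between libraries with names without an arm joined to their arm, and the lowest, highest and median free energy after recomputing. The share of U at the first nucleotide ran from 51.1% to 60.0% over 4 alternatives.

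The alternatives for normalization, fold threshold, value given to a miRNA at 0, filter on low values, minimum for detection, kind of test, summed sequence variants, weighting by amount and sums of body and gonad gave no value, since they need amounts per library. No paired analysis was possible because each group had a single library. Amounts behind single entries were read only for the 30 miRNAs of S3 Table, as the paper's values, so for the others the depth limits what an absence from a list can show.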

Differences from the paper's values

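The deposited table held 215 names of predicted miRNAs, and the paper's value is 120. Of the alternatives set before the data were examined, none gave a value for this count. The copy of S2 Table, an alternative chosen after seeing the values, holds 115 names in 119 rows, where the paper's text gives 120 miRNAs.

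The seed ATCACAG was found in 10 names, and the paper's value is 23 unique miRNAs. Both alternatives set before the data were examined, known miRNAs only and bases 2 to 7, also gave 10 and differ from the paper's value. Counting each combination of sequence and position gave 23, and this way of counting was chosen after seeing the values. It drops none of the 9 miRNAs that the paper names for this seed. Those 9 were all found here, with miR-994 as mir-994-p3.

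The paper states that U is not the most abundant base at the ninth nucleotide. U was the most frequent base there, at 34.3% of 427 names, and in Fig 3 it is at about 33%, read by eye. At the first nucleotide, where the paper also puts U first, it had 55.6%.

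The paper states that most sex-biased miRNAs cluster in the genome. Of the 30 that were read from S3 Table, 11 had another within 10000 bases, by the S3 Table sequences as by every listed form of the names. Known miRNAs outside the list were not counted as neighbours, so clustering with any known miRNA was not tested. With 1 arm kept per precursor, it was 7 of 28 by the S3 Table sequences and 8 of 28 by every listed form, where miR-5 lies near forms of miR-6-3p and miR-309-3p. These ways of counting, apart from the first, were chosen after seeing the values.

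The paper lists miR-252-5p and miR-1000-5p as a cluster. Their S3 Table sequences lay on 2 contigs, and their other forms were 12124547 bases apart under arm 3R. The other groups that the paper names were found within 2260 bases.

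The paper places all sex-biased miRNAs on autosomes. None of the 30 sequences was under X, but 26 were on contigs to which the sources used here assign no chromosome.

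The paper's text names miR-1-3p among the miRNAs higher in testes by qRT-PCR, where Fig 5 gives miR-7-5p. In the paper's S3 Table the log2 ratio of ovaries to testes is 1.04 for miR-1-3p and -2.60 for miR-7-5p. The sequence of miR-1-3p was detected in both gonads here. The difference is thus from the wording of the text and not from a qRT-PCR value shown in Fig 5. The other 8 miRNAs of the text and Fig 5 that are in S3 Table have the direction stated for them.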

Other observations

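All tests in this part were made after the values were seen. That S3 Table would be compared with the deposited lists had been set from a look at S3 Table, before the lists were examined.

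In the paper's S3 Table, the value for females is never below that for ovaries, nor the value for males below that for testes. If the columns are sums of body and gonad, the difference from the gonad is above 0 exactly where the body library lists the sequence, and this held in 60 of 60 cases. If the columns were values of the body libraries, no value above 0 would stand where the body library does not list the sequence, and there were 3 such values (miR-5-3p in both columns and miR-309-3p in males). The largest of them is 12376 for miR-5-3p in females, which is also the paper's value in ovaries. The other 2 are 8 and 11, and miR-4-3p, also at 11 in males, was listed. The tables therefore argue against plain body values. Gonad tissue left in the dissected bodies would raise the body values, but the printed columns would then still be library values, and none would exceed the highest expression that the paper's text gives for a known miRNA, 404222.33. The columns hold 2 values above it, and the highest difference from the gonad is 404222.29, for miR-1-3p in males. This argues against gonad tissue in the bodies as the source of the pattern, and sums of body and gonad stay as the candidate explanation. With the columns as printed, all 16 female-biased miRNAs were more than 2-fold higher in females than in males. With the gonad value subtracted, this was so for 4 of 16. Among the 4, at low values, were miR-309-3p with 1 in the female body and 0 in the male body, and miR-4-3p with 9 and 2. For the male-biased list the counts were 14 of 14 and 12 of 14. All values behind these counts are the paper's.

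In S3 Table, 11 of the 30 miRNAs have whole numbers in all 4 columns, and all 11 are in the female-biased list. The values of 17 others have decimals and a single position, and they are whole multiples of a step, 1.67 in ovaries (17 of 17) and 0.761 in testes (16 of 16 that were tested), within 0.1 of a step. Each step was fitted to the smaller of these same values so that all of them are multiples, so their agreement was set by the fit. Of the 11 with whole numbers, 3 are such multiples in ovaries and 3 in testes. Some values fall within 0.1 of a multiple without sharing the step. Rounding and a different scaling of these 11 were not told apart here. The scaling of the 11 is open, so the sizes of their folds are not compared with those of the others in S3 Table.

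The precursors of 9 names in the table of predicted miRNAs overlapped the precursor of a listed known miRNA on the same strand. In 5 of them the predicted miRNA was on the arm opposite to the known entries at that position, as for PC-5p-28322_70 with miR-995-3p on JFBF01000041.1 from 1461874 to 1461951 and PC-5p-23218_92 with miR-14-3p on JFBF01000236.1 from 279352 to 279485. PC-3p-199_10687 lay on the precursor of miR-311-3p (JFBF01001268.1, 22680 to 22752) and shared bases 2 to 8 with miR-92b-3p, miR-310-3p, miR-311-3p and miR-312-3p. In all, 7 predicted names shared bases 2 to 8 with a known miRNA. The paper does not report these overlaps. These names were chosen after their values were seen.

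The following lists of miRNAs were set before the deposited lists were examined, but after the paper's S1 Table had been seen. Numbers are mature miRNAs detected in females, males, ovaries and testes, in this order. The miR-309 cluster gave 4, 3, 5 and 5 of 5 listed in any library. The list of ovary miRNAs of Drosophila gave 5 in each library. The testis clusters of Drosophila gave 8, 9, 8 and 7 of 17. The gut and metabolism list gave 8, 7, 8 and 7 of 8, the Hox region 5, 5, 5 and 6 of 6, and the regulators of germline stem cells 4 in each library. The paper picked several members of these lists as sex-biased from the same libraries.

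Among the X-named entries, 14 known names were listed. Of these, miR-13b-3p and miR-976-3p were detected under X in all 4 libraries. The X-named forms of miR-927-3p and miR-927-5p were listed in both bodies and in neither gonad. Other forms on contig JFBF01000941.1 were listed in the gonads, so both names were detected in all 4 libraries.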
